# Genome-wide analysis of RNAs associated with *Populus euphratica* Oliv. heterophyll morphogenesis

**DOI:** 10.1038/s41598-018-35371-x

**Published:** 2018-11-22

**Authors:** Shao-Wei Qin, Ren-Jun Jiang, Na Zhang, Zhan-Wen Liu, Cai-Lin Li, Zhong-Zhong Guo, Liang-Hong Bao, Li-Feng Zhao

## Abstract

The desert plant *Populus euphratica* Oliv. has typical heterophylly; linear (Li), lanceolate (La), ovate (Ov) and broad-ovate (Bo) leaves grow in turn as trees develop to maturity. *P*. *euphratica* is therefore a potential model organism for leaf development. To investigate the roles of RNAs (including mRNAs, miRNAs, lncRNAs and circRNAs) in the morphogenesis of *P*. *euphratica* heterophylls, juvenile heterophylls were sampled individually, and then, the expression patterns of miRNAs, mRNAs, lncRNAs and circRNAs were analysed by small RNA sequencing and strand-specific RNA sequencing. We found that 1374 mRNAs, 19 miRNAs, 71 lncRNAs and 2 circRNAs were *P*. *euphratica* heterophyll morphogenesis–associated (PHMA) RNAs; among them, 17 PHMA miRNAs could alter the expression of 46 PHMA mRNAs. Furthermore, 11 lncRNAs and 2 circRNAs interacted with 27 PHMA mRNAs according to the ceRNA hypothesis. According to GO and KEGG pathway analysis, PHMA RNAs were mainly involved in metabolism, response to stimulus and developmental processes. Our results indicated that external environmental factors and genetic factors in *P*. *euphratica* co-regulated the expression of PHMA RNAs, repressed cell division, reinforced cell growth, and ultimately resulted in the morphogenesis of *P*. *euphratica* heterophylls.

## Introduction

Generally, the shapes of leaves are determined by variations in development along their three axes, *i*.*e*., the adaxial-abaxial, apical-basal and medial-lateral axes^1–3^, and this process is co-regulated by genes and environmental factors^4^. In most plants, changes in leaf shape during different developmental stages are slight, but in the desert- and drought-endemic plant *Populus euphratica* Oliv., these changes are very clear. During the germination and seedling stages, *P*. *euphratica* leaves are linear (Li), having a leaf index (LI, leaf length/leaf width) ≥5. Then, during the development of the tree, the leaves become lanceolate (La, 5 > LI ≥ 2), ovate (Ov, 2 > LI ≥ 1) and broad-ovate (Bo, LI < 1) in turn^5,6^. This heterophylly makes *P*. *euphratica* a potential model organism for studying leaf development.

Non-coding RNAs (ncRNAs) mainly consist of microRNAs (miRNAs), long non-coding RNAs (lncRNAs) and circular RNAs (circRNAs), and the latter two can be regarded as sponges that decoy miRNAs and play vital roles in the development of animals and plants^7–9^. However, knowledge of the roles of lncRNAs and circRNAs in leaf development remains scarce at present.

Previous studies have found that the shapes of *P*. *euphratica* heterophylls underwent only minor changes after unfolding, and the shapes of the leaves from the same bud were similar for all leaf shapes; furthermore, the development of *P*. *euphratica* heterophylls during leaf germination could be divided into early (EA), middle (MI), and late (LA) periods^5,10^. In all stages, the macroscopic juvenile leaf second from the shoot apical meristem in each bud represented the middle period of *P*. *euphratica* heterophyll genesis that growing was fastest^5^. To understand the roles of RNAs in *P*. *euphratica* heterophyll morphogenesis, the categories and expression patterns of mRNAs, miRNAs, lncRNAs and circRNAs in Li, La, Ov and Bo leaves were investigated by sequencing. Their interactions and networks were constructed, and their functions in *P*. *euphratica* heterophyll morphogenesis were further predicted.

## Results

### Leaf length, leaf width and leaf index of *P. euphratica* heterophylls

Three biological replicates were measured for the Li, La, Ov and Bo groups (Fig. 1): Li1, Li2, Li3, La1, La2, La3, Ov1, Ov2, Ov3, Bo1, Bo2 and Bo3. The average values of leaf length (L), leaf width (W) and LI, which were obtained from 12 samples at the early stage of leaf expansion, are shown in Table 1. In general, L decreased slowly from Li to Bo leaves; however, this rule could be broken in some cases. W increased from Li to Bo. In contrast to W, LI decreased obviously from Li (7.45) to Bo (0.73) (approximately 10-fold). Unlike L, W and LI showed regular change trends.

**Figure 1:**
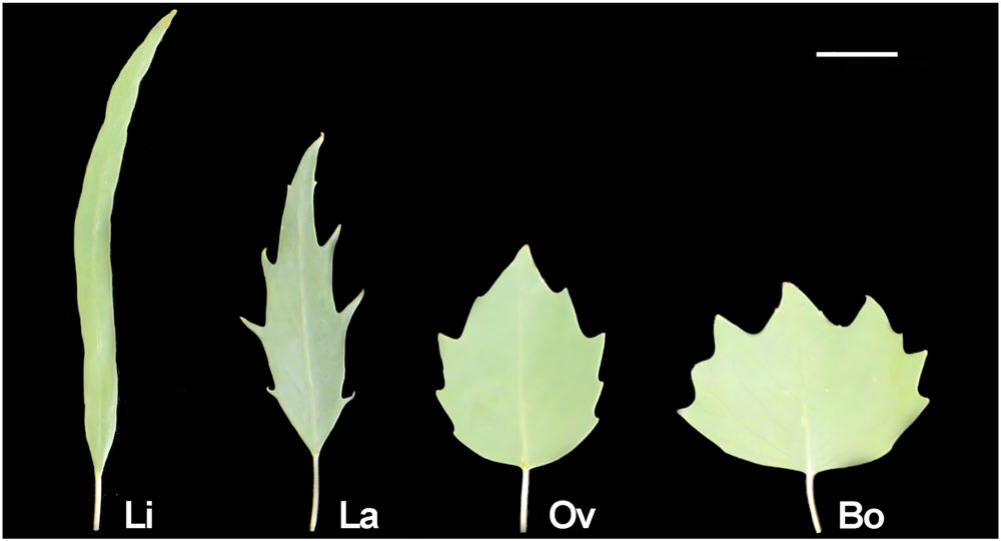
Leaf shapes from representative buds of the 4 groups of *P*. *euphratica* heterophyll samples. The scale bar shows 1 cm.

**Table 1:** Leaf shape data from 12 *P*. *euphratica* samples.

Items	Li1	Li2	Li3	La1	La2	La3	Ov1	Ov2	Ov3	Bo1	Bo2	Bo3
L (cm)	2.37	3.56	2.52	1.96	2.55	2.65	2.19	2.17	2.66	1.19	1.31	1.30
W (cm)	0.36	0.50	0.37	0.86	0.75	0.82	1.36	1.51	1.28	1.63	1.84	1.80
LI (ratio)	6.78	7.45	7.10	2.68	4.05	3.39	1.78	1.58	2.07	0.74	0.73	0.74

L, W and LI represent leaf length, leaf width, and leaf index, respectively.

### Expression patterns of RNAs in *P. euphratica* heterophyll morphogenesis

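Small RNA libraries were made from the second juvenile leaf of P. euphratica buds, with 3 biological replicates each of Li, La, Ov and Bo leaves, 12 samples in all. The trees were 0 to 3 years old for Li, 4 to 6 for La, 8 to 12 for Ov and over 20 for Bo leaves, so leaf type and tree age changed together. The authors named known miRNAs by alignment to miRBase without mismatches, predicted further miRNAs and their star sequences with miRDeep2, and deposited 1 value per miRNA and sample in the unit they call TPM. Every column covered the same 257 listed miRNAs and added up to the same total. In every sample all 257 values, zeros included, were whole multiples of the smallest value above 0, within 0.001 of a whole number, and that smallest value was taken as 1 read. Because 1 read had the same worth for every miRNA, the value is RPM (reads scaled to a common total) of the reads on listed miRNAs, without a term for length. On this scale the samples held between 199583 reads (Bo1) and 632114 reads (Ov1), with a median of 414965 in Li, 412500 in La, 358301 in Ov and 316519 in Bo. A single read was worth 1.58 RPM in Ov1 and 5.01 RPM in Bo1, and a count of 0 allowed a level of up to 4.75 RPM in Ov1 and 15.0 RPM in Bo1 (3 reads, counting error only). The most abundant miRNA was ptc-miR159a (chosen after its values were seen). Its share of the reads was lowest in Bo3, at 30.8% (95% Wilson interval 30.7% to 31.0%, counting error only). It was highest in La2, at 40.0% (39.8% to 40.2%, counting error only). The level of every other miRNA was therefore measured against a total set by few sequences. Groups were compared with limma on log2 of the RPM value plus 1, with a trend in the variance, for the 216 miRNAs with a mean of at least 1 RPM.
Each of the 257 listed miRNAs had at least 1 read in 1 or more samples, 166 of them annotated (165 under P. trichocarpa names and 1 under a P. euphratica name) and 91 predicted, of which 39 were star sequences. Annotated miRNAs numbered from 113 (Bo1) to 139 (Ov1) per sample and predicted miRNAs from 64 (Bo1) to 75 (Li3). The library with the fewest reads, Bo1, also had the fewest miRNAs (177), and the deepest, Ov1, had the most (210). Only 141 miRNAs were present in all 12 samples, and 169 reached 10 reads in at least 1 sample.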

In this study, 258 miRNAs, including 167 annotated miRNAs and 91 novel miRNAs (Table 2), were obtained from small RNA sequencing of 12 samples. A total of 3312 lncRNAs (2870 annotated and 442 novel lncRNAs) were obtained from the filtered strand-specific RNA sequencing results (Table 2). A total of 1149 circRNAs were predicted from the sequences of the 12 samples (Table 2).

**Table 2:** Counts of miRNAs, lncRNAs and circRNAs in *P*. *euphratica* heterophyll samples.

Samples	Li1	Li2	Li3	La1	La2	La3	Ov1	Ov2	Ov3	Bo1	Bo2	Bo3	Total
Annotated miRNAs	124	129	130	132	120	133	139	124	123	113	125	115	167
Novel miRNAs	64	70	67	71	65	65	72	68	67	70	66	75	91
Annotated lncRNAs	2241	2179	2130	2216	2187	2179	2191	2215	2253	2220	2238	2217	2870
Novel lncRNAs	400	383	411	386	390	383	397	396	393	392	399	389	442
Novel circRNAs	178	153	187	224	184	281	240	205	280	176	188	182	1149

The statistical analysis showed that some genes were expressed in only a certain leaf type, while the others were expressed in several kinds of leaves (Fig. 2a1–d1). For example, 142, 89, 147 and 215 mRNAs were expressed in only Li, La, Ov and Bo leaves, respectively (Fig. 2a1). 

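For miRNAs, 186 of the 257 had at least 1 read in each of the 4 leaf types, and 8 were seen only in Li, 7 only in La, 6 only in Ov and 10 only in Bo leaves, numbers that match those printed in Fig. 2b1. These miRNAs of 1 leaf type rested on very few reads. None of them had more than 4 reads in the 12 libraries together, and 7 of the 8 in Li, 6 of the 7 in La, 5 of the 6 in Ov and 9 of the 10 in Bo had at most 3. Their median was 1 read in Li, 2 in La, 1.5 in Ov and 1 in Bo, and the highest value of any of them was 12.6 RPM, in Bo. For a miRNA with 1 read in the 12 libraries, a difference between leaf types was not detectable at this depth. With a minimum of 2 reads in a sample, 5, 6, 6 and 3 miRNAs were seen only in Li, La, Ov and Bo, and 175 in all 4 leaf types.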

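The 4 groups of miRNA values were compared in 6 pairs, with all 12 samples in one limma fit. The threshold was the P of 0.05 that the paper prints, taken here as unadjusted because the paper names no adjustment. Of the 216 miRNAs tested, 10.8 would pass this threshold in a pair by chance alone. Between La and Li, 32 miRNAs passed, 18 of them higher in La. Between Ov and Li there were 50, with 29 higher in Ov, and between Bo and Li there were 48, with 27 higher in Bo. Only 4 miRNAs differed between Ov and La, fewer than chance would give, and 1 of these was higher in Ov. Bo differed from La in 28 miRNAs (13 higher in Bo) and from Ov in 31 (18 higher in Bo). In any of the 6 pairs, 90 miRNAs passed. Benjamini-Hochberg adjustment was the alternative that moved the counts most for every pair except Ov/La. After it, limma called 4 miRNAs for La/Li, 9 for Ov/Li, 27 for Bo/Li, 0 for Ov/La, 8 for Bo/La and 6 for Bo/Ov, and 30 in any pair. With the replicate number as a block in the fit, the unadjusted Ov/La count was 7, and it was 21 when only the 6 La and Ov samples were fitted with that block. Of these 21, 0 passed the adjusted threshold. After adjustment, the block over all samples moved the Ov/Li count from 9 to 21 and the Bo/Li count from 27 to 32. It moved the Bo/La count from 8 to 7 and left the other adjusted counts as they were. Deviations of same-numbered samples from their group means correlated at 0.02, 0.08 and 0.08 between Li and Ov. Between Li and Bo they correlated at -0.02, -0.29 and 0.003. The numbers therefore gave no ground for a block in Ov/Li or Bo/Li.
The balance of higher and lower miRNAs depended on scaling. With RLE scaling, which takes the median ratio over miRNAs in place of the total, 22 of 49 miRNAs were higher in Bo than in Li, 9 of 28 were higher in Bo than in La, 9 of 28 were higher in Bo than in Ov and 2 of 5 were higher in Ov than in La. The median log2 fold change of all tested miRNAs for Bo/Li was 0.09 as deposited and -0.13 with this scaling. The smallest P for Bo/Ov belonged to the predicted miRNA NW_011500122.1_25017, whose precursor lies on the plus strand of scaffold NW_011500122.1 from 327843 to 327911 (PopEup_1.0). Its value was 233 ± 239 RPM (SD, n = 3) in Ov and 2.10 ± 1.82 (SD, n = 3) in Bo, where the 3 libraries held 0, 1 and 1 reads. Over the pooled reads, 253 in Ov and 2 in Bo, the ratio Ov/Bo was 82.0 (95% exact interval 22.5 to 680.5, counting error only). The fitted log2 fold change was -5.99 (standard error 0.88, adjusted p = 0.0023 from limma with Benjamini-Hochberg adjustment), which depends on the pseudocount at so few reads, and all 3 Ov samples were above all 3 Bo samples.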

To identify the differentially expressed (DE) RNAs among the 4 groups of leaves, the transcriptomes of six group pairs were compared: La/Li (A), Ov/Li (B), Bo/Li (C), Ov/La (D), Bo/La (E) and Bo/Ov (F) (Fig. 2a2–d2). The number of DE mRNAs was 8942 (*P* < 0.05), and among them, there were 3147, 4145, 3899, 455, 1906 and 1885 DE mRNAs in A, B, C, D, E and F, respectively (Fig. 2a2).

**Figure 2:**
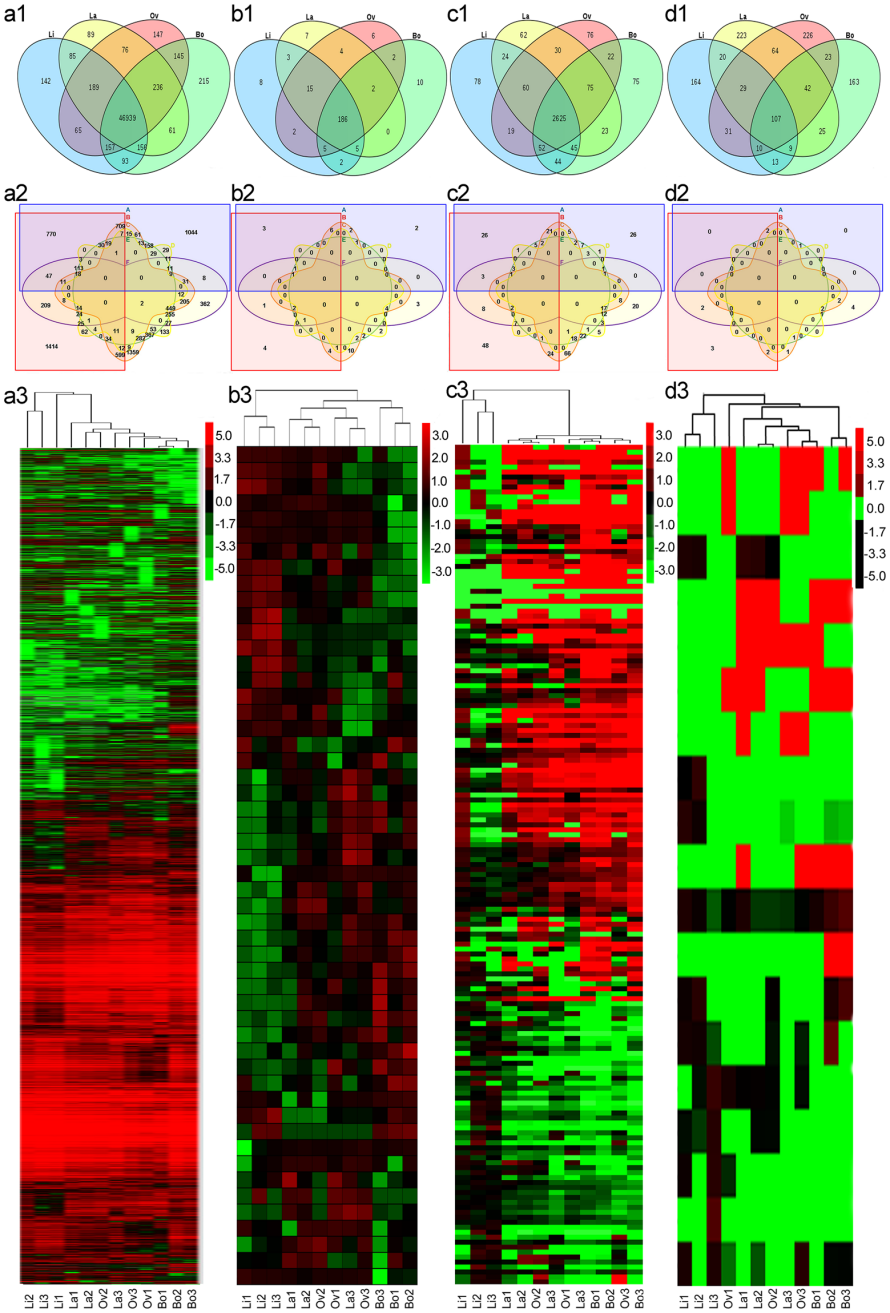
Venn diagrams and cluster analyses of differentially expressed (DE) RNAs. (**a**–**d**) display the DE mRNAs, miRNAs, lncRNAs and circRNAs, respectively. For (**a1**–**d1**), each number represents the count of expressed RNAs in certain leaf types. For (**a2**–**d2**), each number represents the count of DE RNAs between certain group pairs. Among them, A, B, C, D, E and F represent La/Li, Ov/Li, Bo/Li, Ov/La, Bo/La and Bo/Ov, respectively. For (**a3**–**d3**), they display cluster analyses of RNAs. The up- and downregulated fold changes (log_2_) of RNAs are coloured according to each panel key.

The cluster maps of DE RNAs (4 groups, 12 samples) are displayed in Fig. 2a3–d3. 

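Distances between the 12 miRNA profiles were taken as 1 minus the Pearson correlation of log2(RPM + 1) over all 216 tested miRNAs, so that the miRNAs were not chosen by group. The 4 groups differed more than their replicates did, with a pseudo-F of 3.38 (exact permutation test over all 15400 splits into groups of 3, p = 0.0014, one-sided). The mean distance between Li and Bo samples was 0.111, against 0.0629 within these groups, a ratio of 1.77. This was the highest of the 10 splits of the 6 samples, and 0.1 is the smallest p that this exact test allows. La and Ov samples were on average closer to each other (0.0650) than to the samples of their own group (0.0718), a ratio of 0.91, and 7 of the 10 splits gave a ratio as high (exact permutation test, p = 0.7). This order rested on the same-numbered pairs of samples. Over the distances between La and Ov samples of different number alone, an alternative chosen after the values were seen, the mean was 0.0754 and the ratio 1.05, and 2 of the 10 splits gave a ratio as high (exact permutation test, p = 0.2). The ratios of the other 4 pairs lay between 1.27 (La/Li) and 1.41 (Bo/La). For each of the 3 Li and each of the 3 Bo samples the nearest sample was of its own group. In contrast, La2 and Ov2 were each other's nearest sample, at a distance of 0.0330, and so were La3 and Ov3, at 0.0352. La1 and Ov1 were at 0.0644, and their nearest samples were of their own group, La3 for La1 and Ov2 for Ov1. The Li and Bo ratio was 1.34 with the Euclidean distance and 2.23 with a pseudocount of 10. It moved most, to 3.22, over the miRNAs DE in any pair, which were chosen by group and so were not tested.

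**Figure D1:**
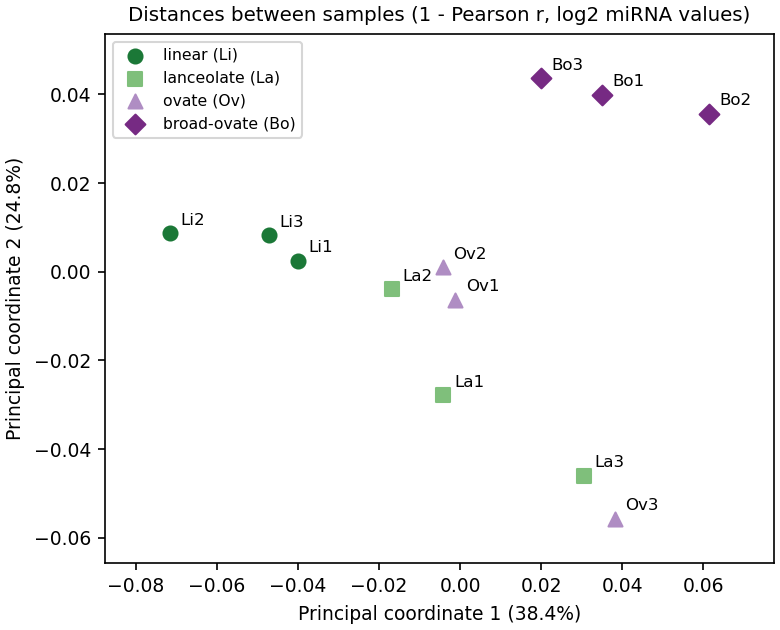
Principal coordinates of the distances between the 12 samples over 216 miRNAs; the horizontal axis holds 38.4% and the vertical axis 24.8% of the variation, each point is 1 sample and the shape and colour give the leaf type. Li samples lie on the left and Bo samples at the upper right, with La and Ov samples mixed between and below them, La3 and Ov3 lowest.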

For mRNAs and miRNAs, the difference between the Li and Bo groups was clear, while La and Ov overlapped (Fig. 2a3,b3). For lncRNAs, only the Li group differed from the other groups, while the La, Ov and Bo groups overlapped (Fig. 2c3). For circRNAs, the difference between the Li and Bo groups was strong, while La and Ov overlapped (Fig. 2d3).

### *P. euphratica* heterophyll morphogenesis–associated RNAs

If the expression pattern of an RNA was completely consistent with the LI changes (CLI) or opposite the LI changes (OLI), and there was a significant difference between Li and Bo, that RNA was considered a *P*. *euphratica* heterophyll morphogenesis–associated (PHMA) RNA. Counts of PHMA RNAs are displayed in Fig. 3. Of these, 1374 mRNAs were PHMA, of which 607 mRNAs were CLI, and 767 mRNAs were OLI. For miRNAs, the counts were 19, 9 and 10, respectively. 

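Under this rule, 25 of the 216 tested miRNAs were PHMA in the deposited values, 12 CLI and 13 OLI. The group means of 39 tested miRNAs were in strict order from Li to Bo, 17 falling and 22 rising, and 25 of these also passed the unadjusted P threshold of 0.05 for Bo/Li in limma. After Benjamini-Hochberg adjustment 16 remained, 7 CLI and 9 OLI. Of the 25, 18 were annotated and 7 predicted. In 21 of them the 3 Li values and the 3 Bo values did not overlap; chance gives this for 10% of miRNAs that were not selected, whereas these had been selected by the same comparison. The steps between neighbouring leaf types were mostly within the spread of replicates: 7 of the 25 passed the threshold for La/Li, 2 for Ov/La and 5 for Bo/Ov, and 1, ptc-miR156a, passed for all 3. With the replicate block, 4 passed for Ov/La with all samples in the fit and 5 with only the 6 La and Ov samples. The counts moved most when a slope on log2 leaf index over the 12 samples replaced the rule. That slope passed the threshold for 45 miRNAs, 21 falling and 24 rising, and all 25 were among them.
Among miRNAs with an adjusted p under the threshold and no overlap of Li and Bo values, the largest decrease on the scale of log2(RPM + 1) was that of ptc-miR395b. With a pseudocount of 0.1 its log2 fold change was -6.21, and that of ptc-miR169n-3p was larger, at -8.18. Both arms of ptc-miR477a also fell steeply. The 3p arm was at 138 ± 59.6 RPM (SD, n = 3) in Li and 2.72 ± 2.53 (SD, n = 3) in Bo, a log2 fold change of -5.49 (standard error 0.72, adjusted p = 0.00013 from limma with Benjamini-Hochberg adjustment). For the 5p arm the values were 59.2 ± 46.1 (SD, n = 3) and 2.09 ± 3.63 (SD, n = 3), a log2 fold change of -4.68 (standard error 0.92, adjusted p = 0.0046 from the same limma test). The 3 Bo libraries together held 2 reads of the 3p arm and 2 of the 5p arm, so the fitted fold changes depend on the pseudocount, and that of the 3p arm was -6.78 with a pseudocount of 0.1 and -3.49 with 10. Over the pooled reads the ratio Li/Bo was 54.6 (95% exact interval 14.9 to 455, counting error only) for the 3p arm and 22.4 (5.93 to 189) for the 5p arm.

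**Figure D2:**
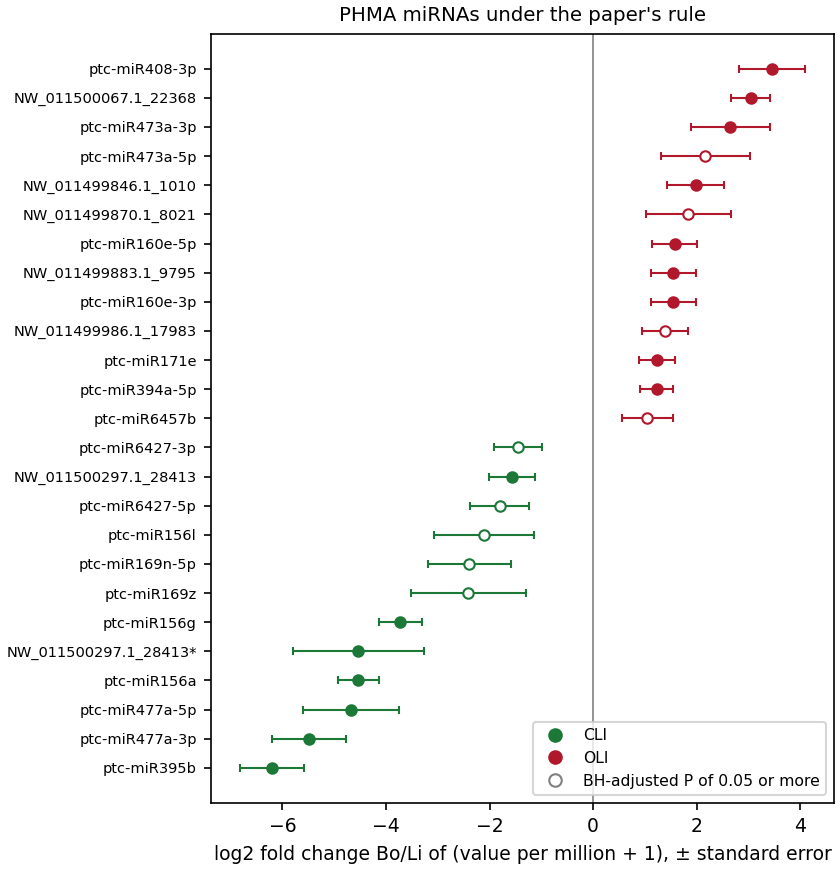
Log2 fold change Bo/Li of the 25 PHMA miRNAs on the scale of log2(RPM + 1), with limma standard errors as bars; green points are CLI, red points OLI, and open points have an adjusted p of 0.05 or more. The 12 CLI miRNAs lie between -6.21 and -1.45 and the 13 OLI miRNAs between 1.05 and 3.46.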

For lncRNAs, the counts were 71, 20 and 51, respectively. For circRNAs, the counts were 2, 1 and 1, respectively. Additionally, the expression profiles of PHMA mRNAs, miRNAs, lncRNAs and circRNAs are shown in Supplementary Datasets D1–D4, respectively.

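Of the 19 miRNAs that the paper counts as PHMA, the first 4 rows of Supplementary Dataset D2 could be read here, each with 4 group means. All 16 means matched the group means of exactly 1 listed miRNA each, within 0.001 RPM plus 0.01% of the value, which links the names used by the paper to the deposited values. In this way MH663521 was matched by its values, not by its identifier, to the predicted miRNA NW_011500297.1_28413, whose precursor lies on the plus strand of scaffold NW_011500297.1 from 159247 to 159292 (PopEup_1.0). It was at 344 ± 51.7 RPM in Li, 166 ± 40.6 in La, 132 ± 8.27 in Ov and 123 ± 55.1 in Bo (SD, n = 3 each), from 26 to 152 reads per library. The log2 fold change Bo/Li was -1.56 (standard error 0.44, adjusted p = 0.034 from limma with Benjamini-Hochberg adjustment). Every Li value was above every Bo value. Over the alternatives its adjusted p lay between 0.022 and 0.17. Of the single steps, only La/Li passed the unadjusted threshold (adjusted p = 0.29 in limma), while Ov/La (adjusted p = 0.95) and Bo/Ov (adjusted p = 0.83) were within the spread of replicates. When each of the 12 samples was left out in turn, the log2 fold change Bo/Li stayed between -1.90 and -1.32.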

**Figure 3:**
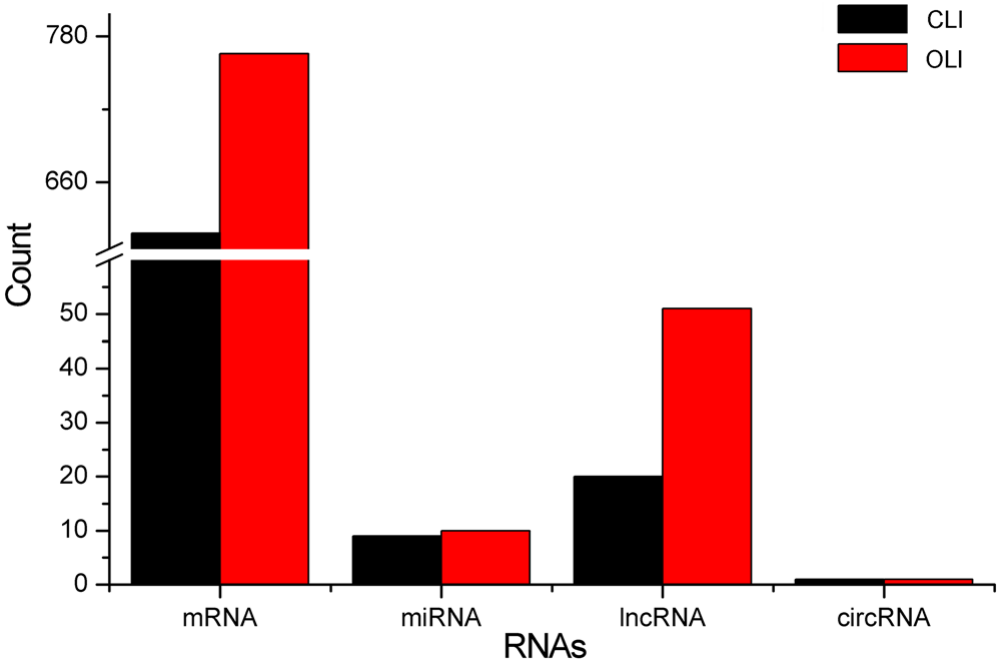
Counts of RNAs associated with *P*. *euphratica* heterophyll morphogenesis. CLI and OLI indicate expression change trends corresponding to and opposite the changes in LI, respectively.

### qPCR validation

The sequencing expression profiles of 4 randomly selected RNAs, the mRNA XM_011028982.1, miRNA MH663522, lncRNA XR_843201.1 and circRNA MH663520, are shown in Fig. 4a. The expression levels of the corresponding RNAs by quantitative reverse transcription polymerase chain reaction (qPCR) are displayed in Fig. 4b. The results clearly show that all the validated RNA profiles were consistent with the results obtained from sequencing. Furthermore, the results of circRNA RNase resistance experiments indicated that MH663526 could resist RNase R digestion completely, MH663520 could only partly resist RNase R, while 18 S could not resist digestion at all (Fig. 4c).

**Figure 4:**
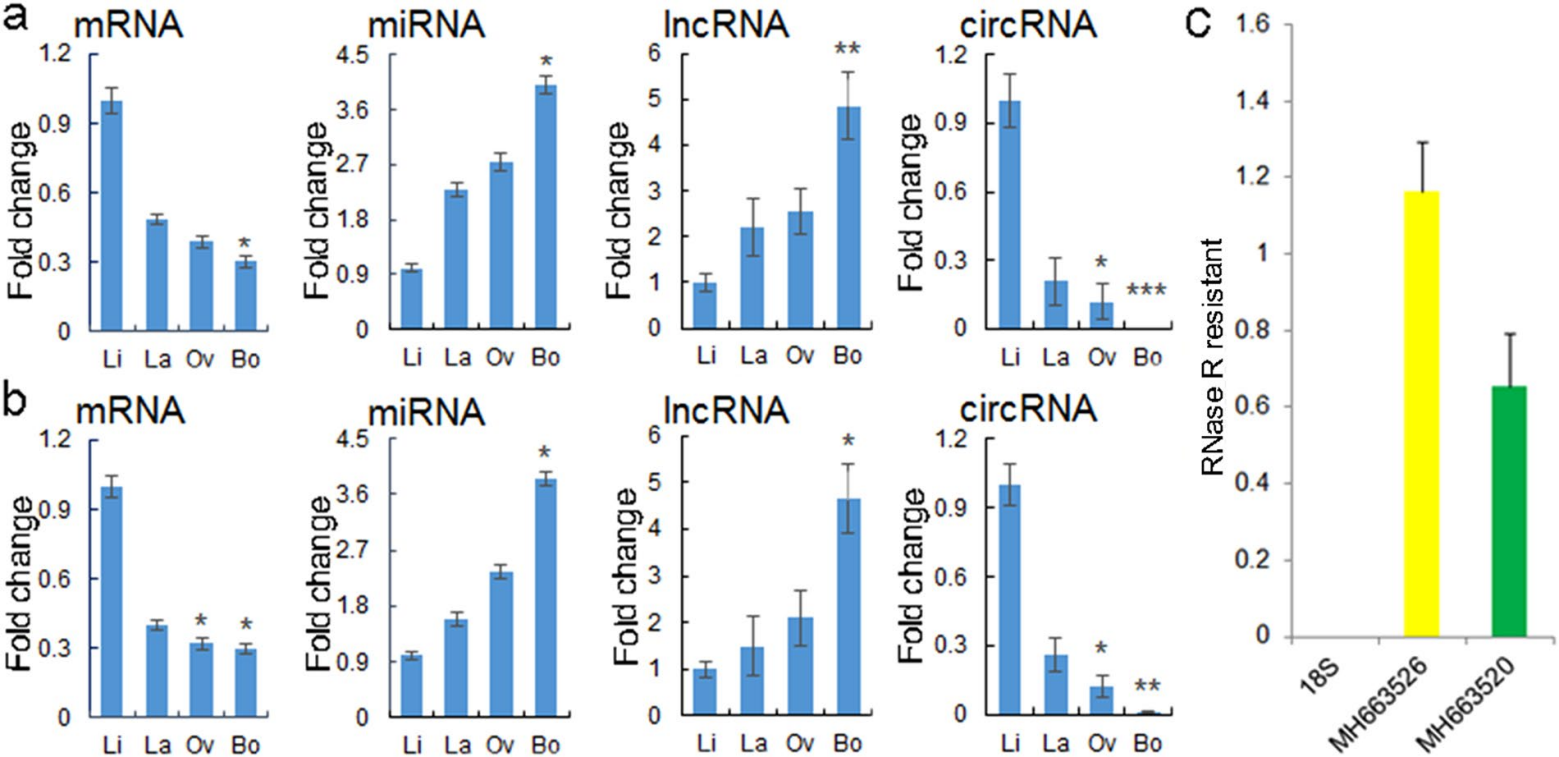
qPCR validation and RNase R resistance test. (**a**) Sequencing results. *P < 0.05, **P < 0.01, and ***P < 0.001 represent the significance of the comparison of each sample with Li leaves by DESeq. (**b**) qPCR results of corresponding RNAs. *P < 0.05 and **P < 0.01 represent the significance of the comparison of each sample with Li leaves by Student’s *t* test. (**c**) RNase R resistance test result. 18S was used as a linear control gene. The Y axis indicates the ratio of RNase R treatment/RNase R-free treatment; the X axis indicates the gene symbol or ID. Error bars indicate ± SD.

### Regulatory networks and functional predictions of PHMA RNAs

According to GO, 1168 of 1374 PHMA mRNAs could be annotated, and these mRNAs were associated with 930 GO terms (D1). The number of PHMA mRNAs related to biological process, cellular component and molecular function are displayed in Fig. 5a. Notably, 626 PHMA mRNAs participated in metabolic processes, 346 PHMA mRNAs were associated with response to stimulus, and 184 PHMA mRNAs were related to the development process in the biological process category. The number of mRNAs annotated in KEGG was 343 (D1). According to the KEGG enrichment, the products of PHMA mRNAs were mainly involved in 4 pathways, metabolism, genetic information processing, environmental information processing and cellular processes (Fig. 5b). Additionally, the GO and KEGG annotations of all PHMA mRNAs are also shown in D1.

**Figure 5:**
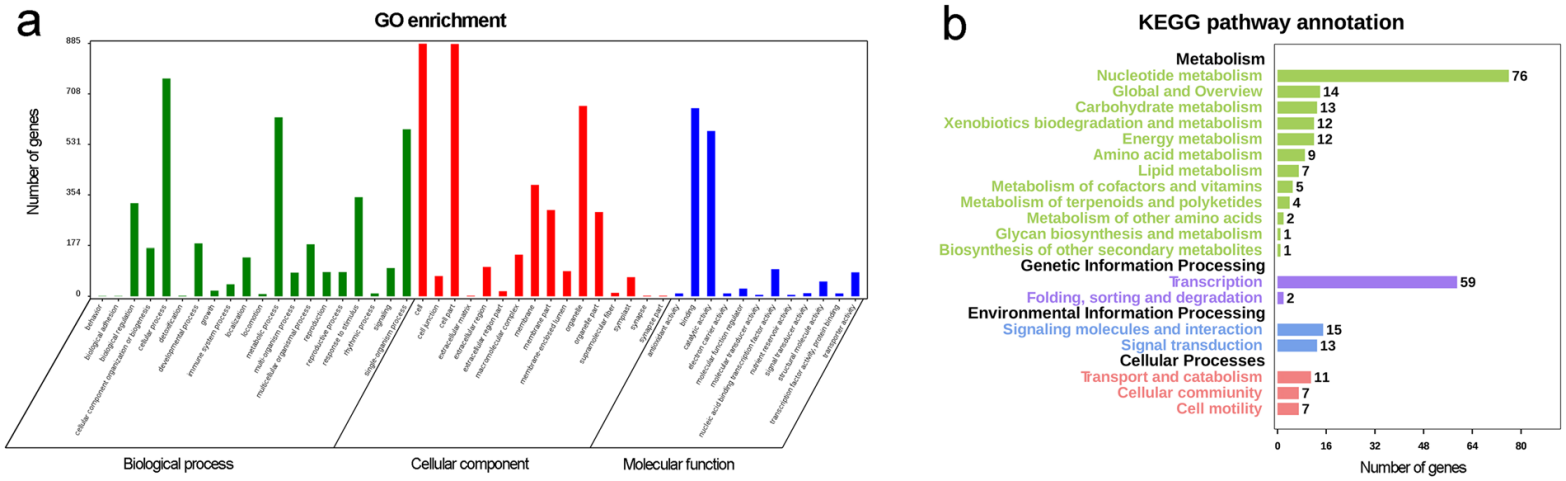
GO and KEGG pathway enrichment of PHMA mRNAs. (**a**) GO enrichment; (**b**) KEGG pathway enrichment.

Target prediction and expression correction analysis showed that 17 PHMA miRNAs could regulate 46 PHMA mRNAs during leaf development (Fig. 6a). Representative GO terms and all KEGG pathways are displayed in Fig. 6a. For example, MH663525 was OLI, which caused its target (XM_011017416.1) to be CLI. According to the GO and KEGG annotations, MH663525 regulated targets in the steroid biosynthesis pathway (ko00100) and the oxidoreductase process (GO:0016614).

**Figure 6:**
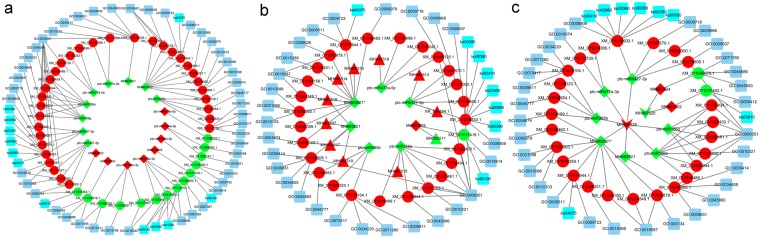
Regulatory networks and functional predictions of ncRNAs and targets. The dark blue squares represent GO IDs; the turquoise blue squares represent KEGG pathway IDs; the diamonds, triangles, Vs and ellipses represent miRNAs, lncRNAs, circRNAs and mRNAs, respectively. For the RNAs, red indicates OLI, and green indicates CLI. (**a**) Regulatory networks of miRNAs. (**b**) regulatory networks of lncRNAs. (**c**) Regulatory networks of circRNAs.

The competing endogenous RNA (ceRNA) hypothesis suggested that competing endogenous RNAs could serve as miRNA sponges and thereby impair the activity of miRNAs mediating gene silencing, thus protecting those mRNAs that shared miRNAs with them^7^. Based on the lncRNA-mRNA pairs (sharing miRNAs) and expression profiles, it was found that 11 PHMA lncRNAs could decoy 7 PHMA miRNAs and regulate 27 mRNAs. These 11 lncRNAs were mainly involved in 36 biological processes (GO) and 8 pathways (KEGG) by regulating their targets (Fig. 6b). For example, both XR_840494.1 and MH663513 were OLI; as targets of ptc-miR6427-3p, they could decoy ptc-miR6427-3p, causing the latter to be CLI, and their targets (XM_011003300.1, XM_011016605.1, XM_011019933.1 and XM_011047570.1) were OLI. 

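In the small RNA libraries ptc-miR6427-3p fell in order from 1608 ± 117 RPM in Li through 1257 ± 618 in La and 923 ± 372 in Ov to 610 ± 194 in Bo (SD, n = 3 each). The log2 fold change Bo/Li was -1.45 (standard error 0.47), which passed the unadjusted threshold but not the adjusted one (adjusted p = 0.059 from limma, and between 0.033 and 0.27 over the alternatives). No Li value was below 1479.6 RPM and no Bo value above 750.4 RPM. Within La and Ov the replicates were far apart: La2 was at 1858 and La3 at 623 RPM, and Ov2 at 1183 and Ov3 at 497. In each of the 3 same-numbered pairs of La and Ov samples the Ov value was the lower one. None of the single steps passed the threshold in the fit without a replicate block (adjusted p = 0.68 for La/Li, adjusted p = 0.95 for Ov/La and adjusted p = 0.63 for Bo/Ov in limma), and the block did not change this for Ov/La.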

According to GO and KEGG, XR_840494.1 and MH663513 were mainly involved in the anthocyanin-containing compound biosynthetic process (GO:0009718), glycine, serine and threonine metabolism (ko00260) and other pathways by regulating their targets (Fig. 6b).

Based on the circRNA-mRNA pairs (sharing miRNAs) and expression profiles, 2 PHMA circRNAs could decoy 9 miRNAs and regulate 27 mRNAs. According to GO and KEGG, 2 PHMA circRNAs were mainly involved in 37 biological processes and 9 pathways (Fig. 6c). For example, MH663526 was OLI and caused ptc-miR395b to be CLI, and their targets (XM_011002109.1, XM_011010104.1, XM_011046954.1, XM_011049323.1) were all OLI. 

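In the deposited values ptc-miR395b was at 46037 ± 31405 RPM in Li, 781 ± 277 in La, 719 ± 97.4 in Ov and 496 ± 230 in Bo (SD, n = 3 each). The Li replicates were 9775, 64462 and 63873 RPM, so that Li1 was far below Li2 and Li3 and still above the highest value of any other leaf type, 1082 RPM in La2. The log2 fold change Bo/Li was -6.21 (standard error 0.62, adjusted p = 1.35e-05 from limma with Benjamini-Hochberg adjustment), and between -7.11 and -5.75 with each sample left out in turn. La/Li already gave -5.51 (standard error 0.62, adjusted p = 0.00011 in limma) and had the smallest P of that pair, as in Ov/Li. After La the order of the means was within the spread of replicates, and neither Ov/La (adjusted p = 1.0) nor Bo/Ov (adjusted p = 0.65) passed in limma. How reads that fit several members of a miRNA family were counted is not given in the sources used here, so its level is uncertain against the other miR395 members.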

According to GO and KEGG, MH663526 was mainly involved in cellular response to cold (GO:0070417) and other pathway by regulating these 4 targets (Fig. 6c).

## Discussion

*P*. *euphratica* leaves are linear, lanceolate, ovate and broad-ovate in turn as trees grow from juvenile to adult^5,6^, and this characteristic reflects a continually decreasing LI (Fig. 1 and Table 1). We found that thousands of *P*. *euphratica* DE RNAs participated in *P*. *euphratica* heterophyll morphogenesis. A cluster analysis of these DE RNAs implied that the expression patterns in each group were similar for all 4 classes of RNAs. Generally, the Li and Bo groups were located at the two extremes, while La and Ov overlapped (Fig. 2a3–d3). This result was related to the data of leaf shape (Table 1). The expression patterns of 637 RNAs were CLI (Fig. 3), indicating that these RNAs could prompt leaf elongation or inhibit broadening; the expression patterns of 829 RNAs were OLI (Fig. 3), suggesting that these RNAs could provoke the development of the medial-lateral axis or inhibit the development of the apical-basal axis. All these RNAs were referred to as PHMA RNAs.

Most PHMA RNAs were related to metabolic processes (Fig. 6). Kalve *et al*.^11,12^ illustrated that cell growth depended on metabolism; the cell expansion rate in the medial-lateral axis was higher than that in the apical-basal axis in the early period of leaf development. Our study indicated that metabolic processes could impact the development of leaves via additional pathways. For example, 18 PHMA mRNAs were involved in the starch and sucrose metabolism pathways; among them, 15 PHMA mRNAs were OLI, and 3 PHMA mRNAs were CLI (D1). These results indicated that saccharide metabolism was more active, and according to previously reported results, the content of soluble sugar in Bo leaves was higher, than that in Li leaves^10^. Yu *et al*.^13^ found that sugar could repress miR156 expression, and the latter plays a key role in leaf development^14^, so these 18 PHMA mRNAs could also affect leaf development by regulating the miR156 pathway.

The morphogenesis of *P*. *euphratica* heterophylls is closely related to environmental factors. For example, adult *P*. *euphratica* inhabiting riverbanks had more lanceolate leaves than those in deserts did^10^. Previous studies have found that both temperature and light can affect leaf shape^15,16^. In this study, it was found that 17 PHMA mRNAs were associated with response to cold, and 12 PHMA mRNAs were involved in response to light (D1). Furthermore, our results demonstrated that salt stress and oxidative stress could affect leaf development. For instance, XM_011017944.1, XM_011002679.1, XM_011048463.1 and XM_011030993.1 were co-regulated by MH663521*, MH663514, MH663516 and MH663510 (Fig. 6b). 

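The star sequence MH663521*, matched through its 4 group means to the star of the same predicted precursor on scaffold NW_011500297.1, was at 54.3 ± 5.65 RPM in Li, 17.8 ± 18.7 in La, 8.91 ± 2.93 in Ov and 4.19 ± 7.25 in Bo (SD, n = 3 each). These values rest on few reads. The Li libraries held 18, 22 and 21 reads, the La libraries 7, 10 and 0, the Ov libraries 7, 3 and 2 and the Bo libraries 0, 0 and 4. The log2 fold change Bo/Li was -4.53 (standard error 1.26, adjusted p = 0.033 from limma with Benjamini-Hochberg adjustment). It was -6.75 with a pseudocount of 0.1 and -2.29 with 10, and its adjusted p lay between 0.0091 and 0.14 over the alternatives. All 3 Li values were above all 3 Bo values. On the log2 scale the means of La and Ov were not in the order of the plain means, with a log2 fold change Ov/La of 0.14, and neither Ov/La (adjusted p = 1.0) nor Bo/Ov (adjusted p = 0.49) was larger than the spread of replicates in limma.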

According to GO, the first three PHMA mRNAs were involved in response to oxidative stress (D1); the latter was involved in leaf development^17,18^. Based on the ceRNA hypothesis^7^, these RNAs could interact with each other, meaning that the first three genes could also affect leaf development. Thus, environmental factors might play a critical role in *P*. *euphratica* heterophyll morphogenesis by regulating PHMA RNAs involved in responses to stimuli.

Development, including polarity establishment, cell proliferation and division, expansion and growth, along the three axes determines leaf shape in plants^15^. When the leaf length was shorter than 2 mm, the LI of *P*. *euphratica* heterophylls was similar, but later, differences in development along the apical-basal and medial-lateral axes caused heterophylly^5^. Only 3 PHMA RNAs were found to be involved in leaf polarity establishment. The axial regulators *yabby1* (XM_011019167.1) and *yabby5-like* (XM_011021842.1) were CLI (D1), and the *yabby* mutant displayed shorter leaf length^19^. *Kan2* (XM_011029815.1) was OLI, and the double mutation of *kan1* and *kan2* caused narrow leaves^2^. These 3 PHMA mRNAs might be responsible for the changes in leaf shape from Li to Bo. PHMA RNAs can regulate cell proliferation and division by various pathways, *i*.*e*., the auxin, cyclin and cytokinin signalling pathways. For example, auxin influences cell division and cell elongation and has a major impact on the final shapes and functions of cells and tissues in all higher plants^20^. In this study, 31 PHMA mRNAs were involved in the auxin-activated signalling pathway; among them, 20 genes were CLI, and 11 genes were OLI (D1). These results suggested that the activity of the auxin signalling pathway decreased from Li to Bo leaves and that the auxin content in leaves gradually decreased from juvenile trees to adult trees^21^. Generally, cell growth and cell expansion play pivotal roles in leaf shape development^15^. Gibberellin can promote cell elongation^22^. In this study, 16 PHMA mRNAs were involved in the gibberellin signalling pathway; 10 of these genes were OLI, while the other 6 genes were CLI (D1). Seven PHMA mRNAs were involved in cell growth and expansion via other pathways, and 5 genes were OLI, while 2 genes were CLI (D1). Lin found many small cells in the palisade tissues and mesophyll tissues in Li, but in Bo, these cells were more uniform^23^. Our results indicated that the regulation of cell growth was gradually reinforced from Li to Bo and that cell growth might play a key role in *P*. *euphratica* heterophyll morphogenesis. Some PHMA RNAs could regulate leaf shape development by indirect pathways. Eight PHMA mRNAs belonged to the *spl* family, and they were all OLI (D1); among them, 5 members of this family, including *spl2* (XM_011022433.1 and XM_011022434.1) and *spl9* (XM_011034944.1), were co-regulated by ptc-miR156a, ptc-miR156g, MH663515 and MH663526 (Fig. 6). 

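The group means of both miR156 sequences fell at every step. In Li leaves ptc-miR156a was at 3822 ± 1188 RPM, in La at 1305 ± 343, in Ov at 635 ± 169 and in Bo at 162 ± 41.0 (SD, n = 3 each). For ptc-miR156g the values were 1020 ± 249, 585 ± 127, 364 ± 89.7 and 77.7 ± 27.9 (SD, n = 3 each). The libraries held from 37 to 1911 reads of ptc-miR156a and from 12 to 553 reads of ptc-miR156g. The log2 fold change Bo/Li was -4.53 (standard error 0.40, adjusted p = 5.7e-06 from limma with Benjamini-Hochberg adjustment) for ptc-miR156a, the smallest P of this pair, and -3.72 (standard error 0.41, adjusted p = 3.0e-05 in limma) for ptc-miR156g. For ptc-miR156a each single step passed the unadjusted threshold, and the last step also passed the adjusted one (adjusted p = 0.075 for La/Li, adjusted p = 0.95 for Ov/La and adjusted p = 0.010 for Bo/Ov in limma). Its P was the smallest of the Ov/La and of the Bo/La pair. For ptc-miR156g only the last step passed (adjusted p = 0.0053 for Bo/Ov in limma). With each sample left out in turn the Bo/Li change stayed between -4.83 and -4.31 for ptc-miR156a and between -4.00 and -3.54 for ptc-miR156g. Reads that fit more than 1 miR156 member could be split between them in the authors' counting, so the division between the 2 sequences is uncertain.

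**Figure D3:**
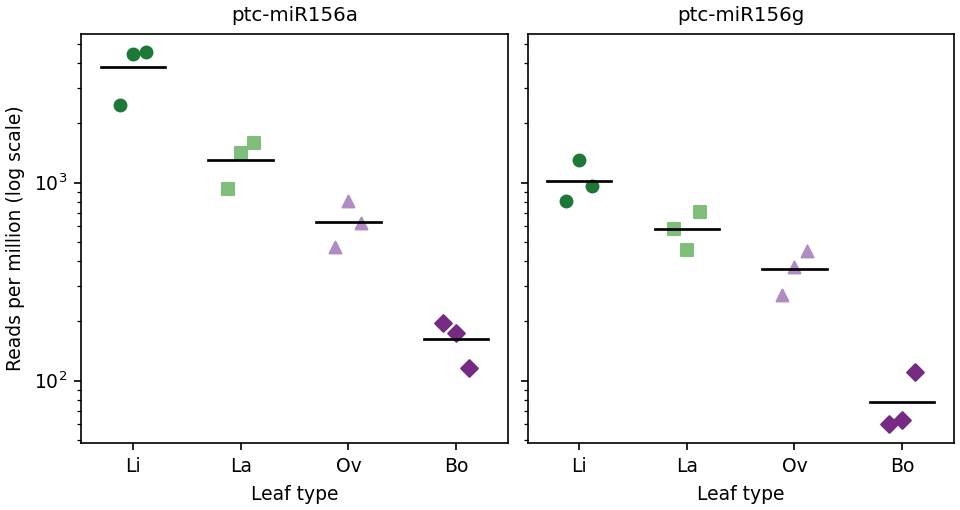
RPM of ptc-miR156a and ptc-miR156g in each of the 12 samples, on a log axis, by leaf type; points are samples and lines are means of 3. All Li samples lie above all Bo samples for both miRNAs.

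The paper sets these miRNAs beside spl mRNAs that were OLI and, because LI changes in opposite directions from juvenile to adult plants in Arabidopsis and P. euphratica, proposes that they act together on leaf shape through the vegetative phase transition.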

In *Arabidopsis*, downregulated miR156 and upregulated *spl2* and *spl9* could cause leaves to become narrower^14,24^, which was inconsistent with our results in *P*. *euphratica*. Considering that the LI changes from juvenile to adult plants for *Arabidopsis* and *P*. *euphratica* were opposite, miR156a, miR156g, MH663515, MH663526 and *spl* may cooperate to affect leaf shape by regulating the vegetative phase transition. All the above results indicated that, from Li to Bo leaves, the cell division process was generally repressed, while cell growth tended to be reinforced. However, these activities were not uniform in the different axes, implying that the regulators of polar establishment and developmental phase could play a key role in these processes.

In conclusion, 1374 mRNAs, 19 miRNAs, 71 lncRNAs and 2 circRNAs were identified as PHMA RNAs. Among them, 46 PHMA mRNAs, 17 miRNAs, 11 lncRNAs and 2 circRNAs interacted with each other. According to the GO and KEGG results, PHMA RNAs were mainly involved in metabolic process, response to stimulus and development. We could summarize that both external environmental factors and genetic factors co-regulated the expression of PHMA RNAs in *P*. *euphratica*. These RNAs caused cell division to be repressed, mainly through regulating metabolic processes, stress response and development, but cell growth was reinforced, eventually resulting in the morphogenesis of *P*. *euphratica* heterophylls.

## Methods

### Plant materials

Second juvenile leaves, including the Li, La, Ov and Bo leaf groups, were sampled from *P*. *euphratica* aged 0–3, 4–6, 8–12 and over 20 years in Alar (81°17′56.52″E, 40°32′36.90″N), Xinjiang province, China, in April 2017, when there were 7 to 13 unfolded leaves in one bud. The 12 samples were referred to as Li1, Li2, Li3, La1, La2, La3, Ov1, Ov2, Ov3, Bo1, Bo2 and Bo3, respectively. These samples were processed following the methods of Zhao and Qin for RNA-seq, miRNA-seq and qPCR^5^. For all juvenile leaves within typical buds in each sample, leaf length and leaf width were also obtained following the methods of Zhao and Qin^5^, and their averages were referred to as the leaf shape index of the sample.

### RNA extraction and strand-specific RNA sequencing

Total RNA was extracted using the mirVana miRNA Isolation Kit (Ambion) following the manufacturer’s protocol. RNA integrity was evaluated using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Samples with RNA Integrity Number (RIN) ≥7 were subjected to the subsequent analysis. Strand-specific libraries (dUTP) were constructed using TruSeq Stranded Total RNA LT - (with Ribo-Zero Plant) according to the manufacturer’s instructions. Then, these libraries were sequenced on the Illumina sequencing platform (HiSeqTM 2500), and 150 bp paired-end reads were generated.

### Identification of mRNAs associated with *P. euphratica* heterophyll morphogenesis

The clean reads obtained from sequencing were compared with the *P. euphratica* genome (GCF_000495115.1_ PopEup_1.0_genomic.fna.gz, https://www.ncbi.nlm.nih.gov/genome/13265) by TopHat2 (−r 50-library-type fr-firststrand)^25^. Then, these clean reads were further compared with the *P*. *euphratica* transcriptome (GCF_000495115.1_PopEup_1.0_rna.fna.gz, https://www.ncbi.nlm.nih.gov/genome/13265) to calculate transcript abundance by Bowtie2 (−k30 −t)^26^ and eXpress (−rf-stranded)^27^, and the calculations were quantified as FPKM (fragments per kb per million reads)^28^. The data normalization and change fold acquisition (basemean) were performed with DESeq (default)^29^, and the significantly differential expression analysis was carried out following the method of Zhao and Qin^5^. The LI continually decreased from Li to Bo leaves (Fig. 1) in *P*. *euphratica*, and the largest difference occurred between Li and Bo leaves (Table 1)^6^. If the expression patterns of mRNAs were CLI or OLI, meaning that these mRNAs were consistently downregulated or upregulated from Li to Bo leaves, and there was a significant difference between Li and Bo, these mRNAs were considered PHMA mRNAs.

### Identification of lncRNAs associated with *P. euphratica* heterophyll morphogenesis

The strand-specific RNA sequencing results of 12 samples were rebuilt based on a probabilistic model using cufflinks (−no-update-check-library-type fr-firststrand)^30^. All transcripts were compared with the *P*. *euphratica* transcriptome to remove known coding transcripts and loci. Then, transcripts shorter than 200 bp or with less than 2 exons were removed. The remaining transcripts were analysed with CPC (default)^31^, CNCI (−m pl)^32^, Pfam (−e_seq 0.001)^33^ and PLEK (default)^34^ to remove coding transcripts and obtain the lncRNAs of *P*. *euphratica*. The expression abundance quantification, differential expression analysis and PHMA lncRNA identification were performed using the same method as for the mRNAs (see above).

### Identification of circRNAs associated with *P. euphratica* heterophyll morphogenesis

Based on the sequencing results of 12 samples, circRNAs were predicted de novo with CIRI (command: CIRI_v2.0.1pl-Ialn-pe.sam-O CircRNA.gtf-S 100000-F genome.fa-M Mt-A reference.gtf)^35^, and the circRNA sets were obtained. Their expressive abundance in every sample was quantified as RPM (spliced reads per million)^35^. Differential expression analysis and PHMA circRNA identification were also performed using the same method as for the mRNAs (see above).

### MicroRNA sequencing and bioinformatics analysis

MicroRNA sequencing and raw data/reads processing followed the methods of Zhao and Qin^5^ by Illumina analysis (OE Biotech, Shanghai, China). Known miRNAs were identified by aligning against the miRBase v.21 database (http://www.mirbase.org/)^36^ (mismatch = 0). Unannotated small RNAs were analysed by miRDeep2 (−c −j −l 18 −m)^37^ to predict novel miRNAs. Based on the hairpin structure of the pre-miRNA and the miRBase database, the corresponding miRNA star sequence was also identified.

### Identification of miRNAs associated with *P. euphratica* heterophyll morphogenesis

miRNAs were quantified and normalized to TPM (transcripts per million)^8^. The differential expression analysis and PHMA miRNA identification were also performed using the same method as for the mRNAs (see above).

### qPCR analysis

The expression profiles of 4 randomly selected RNAs, including the mRNA XM_011028982.1, miRNA MH663522, lncRNA XR_843201.1 and circRNA MH663520, were verified by qPCR, and 18S RNA was used as an internal reference. To determine the resistance of circRNAs to RNase R digestion, RNase-resistance experiments for MH663520 and MH663526 were further performed following the methods of Li *et al*.^38^ RNase R (Guangzhou Geneseed Biotech Co. Ltd), qPCR kit (Takara, Dalian, China) and TB Green^TM^ Premix Ex Taq^TM^ (Takara, Dalian, China) were used in this experiment according to the manufacturers’ protocols. The Li, La, Ov and Bo leaves were independently analysed both for RNase R resistance and by qPCR. The qPCR system was as follows: 10 µL of TB Green^TM^ Premix Ex Taq^TM^, 2 µL of cDNA, 0.8 µL each of the upstream and downstream primers, and 6.4 µL of RNase-free ddH_2_O. qPCR was carried out with Bio-Rad conditions: denaturation at 95 °C for 30 s, followed by 40 cycles at 95 °C for 5 s, 59 °C for 30 s, and 72 °C for 60 s.

### Interaction analysis between different RNAs and network construction

The interactions of miRNAs and their targets were determined by two steps. First, miRNA-mRNA pairs were identified using psRNATarget (default)^39^. Second, by coupling their expression profiles with the above results, an interaction analysis of the miRNAs and mRNAs was performed. If the expression patterns of a miRNA and its targets were opposite, interactions were regarded as occurring.

Interactions between lncRNAs or circRNAs and their targets were determined by two steps according to the ceRNA hypothesis. First, lncRNA-mRNA or circRNA-mRNA pairs were identified based on having the same miRNA response elements by psRNATarget^33^. Second, by coupling their expression profiles with the above results, if the expression patterns of lncRNAs or circRNAs and mRNAs that shared the same miRNAs with them were similar, then interactions were also regarded as occurring.

### Functional predictions of RNAs

The sequences of PHMA mRNAs were compared with the transcriptome of *Arabidopsis* (GCF_000001735.3_TAIR10_rna.fna.gz, https://www.ncbi.nlm.nih. gov/genome/?term=arabidopsis+thaliana) to obtain the homologous genes of these mRNAs in *Arabidopsis*. Finally, the symbols of these homologous genes were submitted to GO^10^ and KEGG^40,41^ pathway analysis. The functions of the PHMA mRNAs were obtained directly, but the functions of PHMA miRNAs, lncRNAs and circRNAs were predicted based on the functions of their targets.

## Electronic supplementary material

Supplementary Dataset

## Data Availability

All raw RNA-seq and small RNA sequencing data will be available in GEO under the accession numbers GSE120822 (total), GSE120818 (RNA-seq), and GSE120821 (miRNA-seq) after Oct. 2019 or are available from the corresponding author on reasonable request now.

How the deposited data were processed for this re-analysis (not part of the article)

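The 12 small RNA samples (Li, La, Ov and Bo leaves, 3 replicates each) were analysed; the mRNA, lncRNA, circRNA and qPCR measurements of the paper were not analysed here. The authors aligned small RNA reads to miRBase v.21 without mismatches, predicted further miRNAs and star sequences with miRDeep2 on the P. euphratica genome (scaffold names of PopEup_1.0) and deposited, for each sample, RPM values (reads scaled to a common total, named TPM by the authors) for the same 257 miRNAs. Read trimming, the miRDeep2 version and the treatment of reads that fit several miRNAs are not given in the sources used here. Precursor positions are those of the deposited files; no sequence or gene annotation of these positions was used here.

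Each column adds up to the same total. All 257 values of every sample were whole multiples of the smallest value, within 0.001, so the unit has no length term and the depth was 199583 to 632114 reads per sample. These reads were used for depth, detection, limits and counting intervals. They were not used for a count model, because each sample had from 76 to 93 miRNAs with 1 to 20 reads, under the minimum of 100 such low values kept for that use. The count model that had been planned for count tables was therefore replaced by the test planned for RPM values, and the alternatives that need counts were not run. The main test was limma (version 3.58.1, R 4.3.3) with a trend in the variance on log2(value + 1), for the 216 miRNAs with a mean of at least 1 RPM over the 12 samples, with all samples in one fit of 4 group means and 2-sided P values. The threshold was the P of 0.05 printed by the paper, taken here as unadjusted, and counts after Benjamini-Hochberg adjustment are given with it. A fold change on this scale understates the change of miRNAs at a few reads. PHMA miRNAs were those with strictly ordered group means of the deposited values from Li to Bo and a Bo/Li P under the threshold. Family values were sums over annotated members, tested in the same way for 10 families fixed before the data were examined. Distances between samples were 1 minus the Pearson correlation, tested exactly over 15400 splits with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1; figures were drawn with matplotlib 3.10.9.

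The miRNAs named in the text were fixed by rule before the data were examined: those named in the text of the paper or in the readable rows of Supplementary Dataset D2 (whose values had been seen), the 10 families, the 5 with the largest Bo/Li change among those past the adjusted threshold without overlap of Li and Bo values, and the smallest P of each other pair. Others are marked as chosen after their values were seen. MH663522 and MH663525 have no entry under these names among the 257 miRNAs, so no values are given for them at the claims.

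No pair of libraries was a copy of another: the smallest chi-square per degree of freedom among the 66 pairs was 42.4. The replicate numbers were checked for pairing through the correlation of same-numbered samples' deviations from their group means. For La and Ov the 3 correlations were 0.25, 0.52 and 0.50, so the numbers pair these samples, on the evidence of the values and not of a statement in the paper; in the other 5 pairs of groups not all 3 correlations were over 0.1. The Ov/La count with the replicate block was 7 and is given beside the count of 4.

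The limma step was tested on simulated data for Bo/Li: in 20 simulated sets with 40 miRNAs changed by a log2 fold change of 2 at the real depths (214 miRNAs tested on average), 75.2% of the changed miRNAs passed the unadjusted and 52.4% the adjusted threshold, and 5.49% of the unchanged ones passed the unadjusted threshold. The exact test of grouping gave p under 0.05 for 20 of 20 simulated sets with groups and for 1 of 20 without. In the sets with groups every simulated miRNA carried a group shift larger than the noise, and no samples were paired. These sets therefore do not give the power of the test on the real samples. Alternatives tried were other thresholds, scalings, filters, pseudocounts, a replicate block, only the 6 samples of a pair, other rules for PHMA miRNAs, other distances and each sample left out in turn.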

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

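The tests in this part were chosen after the values were seen, except the comparison with other splits of the samples. The paper's PHMA rule keeps miRNAs with ordered group means, but 11 miRNAs with an adjusted p under 0.05 for Bo/Li in limma had means that were not in order, and the paper does not discuss them as a group. Of these, 4 were lower and 7 higher in Bo, and in all 11 the Li and Bo values did not overlap (chance gives 10% of miRNAs, and these were selected by the same comparison). For none of the 11 did a step against the order pass the unadjusted threshold in limma. The smallest such P was 0.50 in limma, for La/Li of NW_011500122.1_25017. The departures from order were thus within the spread of replicates. For ptc-miR477d-5p (chosen after its values were seen) the order failed only through a tie, at 0 RPM in Ov and in Bo. NW_011500122.1_25017 was at 172, 292, 233 and 2.10 RPM in Li, La, Ov and Bo, and ptc-miR169n-3p at 98.8, 43.6, 64.1 and 1.05 RPM, so both were nearly lost in Bo only. Over the pooled reads the ratio Li/Bo was 66.3 (95% exact interval 18.1 to 552, counting error only; adjusted p = 0.00038 in limma) for the first and 86.5 (15.2 to 3444; adjusted p = 0.00018 in limma) for the second, which had 1 read in the 3 Bo libraries. Another profile was that of ptc-miR162a (chosen after its values were seen), at 11689, 28624, 37597 and 30921 RPM, where Bo/La was within the spread of replicates (adjusted p = 0.74 in limma).

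Lower depth of the Bo libraries is argued against for the 4 that were lower in Bo: at the Li level, 600.1 reads would be expected in the 3 Bo libraries, and 32 were seen. A wrong label is argued against by the nearest samples, which were of the own group for 6 of 6 Li and Bo samples. Abundant miRNAs that take a changing share of the reads would shift all others. With trimmed mean scaling all 4 that were lower in Bo stayed under the adjusted threshold. For the 7 that were higher, this scaling moved the log2 fold change by 0.17 to 0.22, from between 0.99 and 4.64 to between 0.78 and 4.47, and all 7 kept an unadjusted P under 0.05, so the shift that it removed was smaller than each change. Only 2 of the 7, ptc-miR6424 and ptc-miR3627b (chosen after their values were seen), stayed under the adjusted threshold, and these had at most 14 reads in a Li library, so for the 7 as a set a part played by this shift in passing the adjusted threshold stays open. Reads shared between family members stay open, since no sequences were used. By name, 6 of the 11 had no other listed family member. The predicted miRNAs among these 6 were given no family, so only ptc-miR162a and ptc-miR6424 were checked. Other splits of the samples can neither exclude chance nor speak for it: the real Bo/Li split, with 48 DE miRNAs, was the only 1 of 10 splits to give as many, and the largest of the others gave 17, but 0.1 is the smallest share that 3 against 3 samples allow. A difference in leaf type or tree age remains as an untested biological explanation.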

How the results depend on the processing

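The trimmed mean (TMM) scaling, the block fit of the La and Ov samples alone and the La and Ov ratio over samples of different number were chosen after seeing the data; the other alternatives were set before the data were examined. The planned count models (edgeR and DESeq2 fits) were not run. Each sample had from 76 to 93 miRNAs with 1 to 20 reads, under the minimum of 100 kept for that use. Total-count scaling and limma are the main analysis here.

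Adjustment lowered the counts of every pair. At an adjusted p under 0.05, limma called 4 miRNAs for La/Li, 9 for Ov/Li, 27 for Bo/Li, 0 for Ov/La (4 at the unadjusted threshold), 8 for Bo/La, 6 for Bo/Ov and 30 in any pair, with 16 PHMA miRNAs, 7 of them CLI. For Bo/Li the adjusted count was 17 with TMM and 17 with RLE scaling. The slope on log2 leaf index gave 45 PHMA miRNAs, 21 CLI and 24 OLI. The Ov/La count of 4 was unstable: it was 8 without a filter on low values, 7 with the replicate block over all samples and 21 with the replicate block and only the 6 La and Ov samples, and from 1 to 16 with single samples left out (16 without La3, 1 without Ov1, 9 without La2, 9 without Ov3, 7 without Ov2 and 8 without Bo3). The number of detected miRNAs was 169 with at least 10 reads in a sample. The cause of these moves was not tested. With the replicate block over all samples, single calls changed at the unadjusted threshold in every pair, 8 lost and 31 gained over the 6 pairs, of which Bo/Li lost 3 and gained 7, but apart from Ov/La no unadjusted count of a pair moved by over 1.5 times. The adjusted Ov/Li count was 21 with the block and 9 without it. Pairing by number was seen only for La and Ov, so it gave no ground for the block in Ov/Li or Bo/Li. The adjusted p of ptc-miR6427-3p for Bo/Li was 0.045 with the block. For the 10 named miRNAs the Ov/La calls, unadjusted and adjusted, were the same with the block over all samples or over the 6 La and Ov samples.

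With single samples left out, the counts ranged from 20 to 32 for La/Li (20 without La3), 33 to 57 for Ov/Li (33 without Ov3), 36 to 52 for Bo/Li, 23 to 34 for Bo/La, 22 to 38 for Bo/Ov, 78 to 98 for any pair, 19 to 27 for PHMA, 9 to 13 for CLI and 9 to 14 for OLI miRNAs. Where a group was left with 2 samples, its spread was taken from the pooled estimate. Of the 10 families, 2 (miR156 and miR160) passed after adjustment over the list alone; 1 did with RLE and with TMM scaling, and 1 to 2 with single samples left out (1 without Li2, Bo2 or Bo3), since miR160 fell out. The pseudo-F of the 12 samples stayed past its threshold, from 2.65 to 3.92 with samples left out (exact permutation p of at most 0.0042). The ratio for Li and Bo stayed above 1 (1.57 to 1.98) and that for La and Ov below 1 (0.82 to 0.99) with samples left out, and both did so with the other distances. Over distances between La and Ov samples of different number alone the La and Ov ratio was above 1, at 1.05.

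The 10 named miRNAs kept their direction and an unadjusted P under 0.05 in all 220 values under alternatives. At the adjusted threshold 7 of them kept their side and 3 did not. NW_011500297.1_28413 (adjusted p = 0.034 in limma, 0.022 to 0.17 over its alternatives) was over it without Li1 (0.099), Li2 (0.089), Li3 (0.097), Bo2 (0.17) or Bo3 (0.089), and at 0.050 with only the 6 samples of the pair. Its star (adjusted p = 0.033 in limma, 0.0091 to 0.14) was over it without Li1 (0.085), Li2 (0.11), Li3 (0.080), Bo1 (0.12) or Bo2 (0.14), and with a pseudocount of 0.1 (0.063). ptc-miR6427-3p (adjusted p = 0.059 in limma, 0.033 to 0.27) was under it with RLE (0.035) and TMM scaling (0.036), with only the 6 samples of the pair (0.034), with the replicate block, and without La2 (0.049), La3 (0.033) or Ov3 (0.039).

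In a set of 100 groupings of the 12 samples, the real one included, 1 gave as many miRNAs in any pair and 1 as many PHMA miRNAs, in each case the real one, so chance can be excluded for both; the random groupings gave a median of 34 and 2, and at most 74 and 19. For single pairs the 10 splits are too few for this test to exclude chance, and a share of 0.1 does not speak for chance either. The real split was the only 1 as large for La/Li, Ov/Li, Bo/Li, Bo/La and Bo/Ov, where the largest other split gave 16, 14, 17, 18 and 14, and for the 10 families, whereas 7 of 10 splits gave at least 4 for Ov/La and the split of La1, La2 and Ov2 against La3, Ov1 and Ov3 gave 36. Among the 4 splits that part all 3 same-numbered La and Ov samples, the real one gave the most.

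Depth limits the low miRNAs: 1 read is 5.01 RPM in Bo1, and changes of miRNAs at a few reads in Bo depend on the pseudocount, as for ptc-miR169n-3p, whose log2 fold change Bo/Li was between -8.18 and -3.24.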

Differences from the paper's values

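In any of the 6 pairs, limma called 90 DE miRNAs at the unadjusted P threshold, where the numbers of the paper in Fig. 2b2, read by eye, add up to about 52. The paper normalized with DESeq and refers its test to an earlier publication, whereas all fits here were limma on log2 values. No count model was run, so these numbers, and the PHMA counts below, come from unlike methods. Of the 21 alternatives set before the data were examined, 3 came within 1.5 times of the paper's number: a mean of at least 10 RPM (76), and leaving out Li2 (78) or Bo2 (78). The other 18, with the adjusted threshold (30) as the lowest and leaving out La2 (98) as the highest, did not.

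The predicted miRNAs per sample in Table 2 stand in another order than in the deposited values. The files gave 70, 66 and 75 for Li1 to Li3, 72, 68 and 67 for La1 to La3, 71, 65 and 65 for Ov1 to Ov3 and 64, 70 and 67 for Bo1 to Bo3. The paper's row is the same after Li is exchanged with Bo and La with Ov, in 12 of 12 samples, whereas 0 of 12 are equal as labelled. The annotated row of the paper was equal in 12 of 12 samples. In total the files listed 257 miRNAs, 166 of them annotated, and the paper's values are 258 and 167; the 91 predicted ones were equal.

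The paper's PHMA counts were 19, with 9 CLI and 10 OLI, against 25, 12 and 13 here, which is within 1.5 times. Leaving out Bo2 gave 19, 9 and 10. Leaving out Ov3 or Bo3 gave 19 with 10 CLI and 9 OLI. A CLI count of 9 was also reached with a mean of at least 10 RPM and without La2 or Ov2, and an OLI count of 10 without Li2 or La1. Only 4 alternatives were over 1.5 times at least 1 of the paper's counts, and all others were within it. RLE scaling, and TMM scaling chosen after seeing the values, each gave 14 CLI and 11 OLI miRNAs, with the order still taken from the deposited group means; with the order taken from group means of TMM-scaled values and the test on the deposited ones, there were 10 CLI and 11 OLI miRNAs, within 1.5 times. Group medians gave 11 CLI and 16 OLI miRNAs, and the slope on log2 leaf index gave 45 PHMA miRNAs, 21 CLI and 24 OLI.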

Other observations

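In this part, the tests of the families on the fixed list were set before the data were examined. The test on the arms of a precursor was set before its result was seen. The other tests, those of single family members included, were chosen after the patterns were seen.

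Samples of La and Ov with the same number were alike for numbers 2 and 3. La2 and Ov2 (distance 0.0330), and La3 and Ov3 (0.0352), were each other's nearest samples. For number 1 this was not so. La1 and Ov1 were at 0.0644, and the nearest samples were La3 for La1 and Ov2 for Ov1. Of 216 miRNAs, 37 differed by more than 1 on the log2 scale in the same direction between La3 and the other La samples and between Ov3 and the other Ov samples, against 6 in opposite directions; among them ptc-miR482d-3p (chosen after its values were seen) was higher by 2.57 in both. Samples exchanged between La and Ov would deviate in opposite directions only as far as the 2 groups differ. With 4 miRNAs called between La and Ov that difference was small. The lowest of the 3 correlations of deviations, 0.248, therefore cannot exclude an exchange. Counting noise of low miRNAs is argued against for numbers 2 and 3, where the lower correlation was 0.765 among the 100 miRNAs with a mean of at least 100 RPM; a limit of 0.1 had first been set for all 3 numbers, and number 1, at 0.0805, did not meet it, so there the noise cannot be told apart from a shared deviation. The file order was the best of the 6 possible pairings (1 of 6 as high), too few to exclude chance. With the replicate block the Ov/La count was 7, and 21 with only the 6 La and Ov samples, against 4 without it. These are unadjusted counts, and 0 passed after adjustment in each of these fits. A shared site, day or library batch of these samples is a candidate explanation, but no source used here names one, and a shared biological state of the trees is open too.

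For the order of predicted miRNA counts in Table 2, an explanation would be that the deposited predicted values belong to other groups. Supplementary Dataset D2 cannot decide this: all 8 group means of MH663521 and its star match the files in the order of the files, but they would do so under any assignment if they were made from the same values. The likeness of samples argues against it for Li and Bo, with replicate numbers kept as in the table. There, the likeness of samples in annotated and in predicted miRNAs correlated at 0.82 as labelled, the highest of 36 pairings, and at 0.52 after the exchange; other replicate orders after the exchange reached up to 0.80. La and Ov were not part of this test. An exchange in the table itself is consistent with these values but was not tested.

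MH663522, shown in Fig. 4a, is not listed under that name. A hypothesis is that it is NW_011499846.1_1010 (chosen after its values were seen), on the basis that it was the only 1 of 257 miRNAs whose La/Li, Ov/Li and Bo/Li ratios of means (2.28, 2.76 and 4.01) lay within 0.2 of the bars of that figure. A resemblance to bars read by eye cannot settle the identity.

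Families with known roles in leaf development or phase change were examined as a fixed list. The miR156 family fell from 4851 to 240 RPM from Li to Bo (log2 fold change -4.29, adjusted p = 2.0e-07 in limma, adjusted over the list alone, and adjusted p = 1.2e-06 over all 64 families). The hypothesis that miR172 rises as miR156 falls stays open. The miR172 family was at 4837, 5860, 8106 and 6256 RPM in Li, La, Ov and Bo. Its Bo/Li log2 fold change was 0.37 (standard error 0.33, adjusted p = 0.58 in limma over the list alone), while the median of its members was -0.64, the opposite sign. That median counts each member alike, including those named as 5p arms and those at a few RPM, so it need not follow the family sum. The most abundant member was ptc-miR172a (chosen after its values were seen), at 3905 RPM in Li and 5617 in Bo. For ptc-miR172a, Ov/Li was 0.84 (adjusted p = 0.15 in limma), past the unadjusted threshold only, and Bo/Li was 0.53 (adjusted p = 0.41 in limma). It was the only 1 of the 6 members higher in Bo than in Li. Of the 6, only ptc-miR172h-5p (chosen after its values were seen) passed the unadjusted threshold for Bo/Li, and it was lower in Bo (adjusted p = 0.20 in limma), at 18.4 RPM in Li and 4.39 in Bo. Over its pooled reads, 22 in Li and 3 in Bo, the ratio Li/Bo was 5.37 (95% exact interval 1.61 to 28.1, counting error only). miR160 rose (log2 fold change 1.00, adjusted p = 0.018 in limma over the list alone), but not past the adjusted threshold with TMM scaling (0.78, adjusted p = 0.080; 0.013 to 0.084 over its alternatives), and the other 8 families did not pass. Tree age and leaf shape change together over the 4 groups, so no value here separates them.

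ptc-miR408-3p (chosen after its values were seen) rose from 12.0 to 157 RPM from Li to Bo. The hypothesis that the copper-responsive miRNAs miR397, miR398 and miR408 rise together was not borne out: 0 of the 3 tested miR397 and miR398 members were higher in Bo at an unadjusted P under 0.05 in limma. These members were also chosen after their values were seen. In Li and Bo, ptc-miR398a was at 266 and 52.2 RPM (adjusted p = 0.10 in limma) and ptc-miR398b at 341 and 204 RPM (adjusted p = 0.41 in limma), and ptc-miR397a had at most 2 reads in a library.

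The hypothesis that both arms of one precursor change together was tested across 37 precursors with 2 tested arms, 17 annotated and 20 predicted. The Bo/Li log2 fold changes of the 2 arms correlated across precursors (Pearson r = 0.67, p = 8e-05; Spearman rho = 0.552, p = 0.00066; permutation tests with 100000 shuffles of arms), and 27 of 37 pairs had the same sign. Precursors are not independent replicates, and the libraries are shared by both arms, so this may carry library effects as well as changes in transcription.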
